A study of Mus musculus with 38 samples. Its data were reported in "Nicotinamide and pyridoxine stimulate muscle stem cell expansion and enhance regenerative capacity during aging" (2024).

How the data were processed

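Gene expression was measured in bulk gastrocnemius muscle of male mice by 3′ mRNA sequencing (QuantSeq), in which reads come from the 3′ end of polyadenylated transcripts, so that read number depends little on transcript length. Both hind limbs were sampled 5 days after cardiotoxin, a snake venom toxin that kills muscle fibres, was injected into the muscle of one leg. The other, contralateral leg served as uninjured muscle. Young and aged mice received vehicle or NAM/PN, a combination of nicotinamide (200 mg/kg) and pyridoxine (4 mg/kg), by daily oral gavage. Samples were grouped by the age, treatment and leg given in their titles, which gave 8 groups. The sample descriptions name the compound differently in young and aged mice, and the titles call both groups treated; they were analysed here as the NAM/PN groups of the study.

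The authors aligned reads to the mouse genome GRCm38 with STAR, counted reads per gene with htseq-count and deposited 1 table of raw counts for 27554 Ensembl genes and 38 libraries. Neither the annotation release nor the strand setting of the counting was stated, so genes that overlap or share sequence with paralogues are uncertain. No column belonged to other samples. Gene symbols and positions were taken from GENCODE M21 on GRCm38, in which 27441 of the gene identifiers were found. The remaining 113 held 0.00214% of counts. Total counts per library ranged from 4032414 to 7507191. Counts without molecular identifiers are not independent molecules, and error estimates were therefore taken from the spread between mice.

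Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Low counts were removed with filterByExpr at its default settings, which left 12610 genes, libraries were scaled by TMM, and all 38 libraries were fitted in 1 quasi-likelihood model with a coefficient per group (glmQLFit, glmQLFTest). p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. There were 13 contrasts, of which 3 were interactions. CPM values are TMM-scaled, and fold changes are the model's log2 estimates. The standard error (SE) of a fold change was derived as its absolute value divided by the square root of the quasi-likelihood F statistic, and is approximate. Gene lists were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01 over 19 lists written from general knowledge, adjusted over the 19 lists with a threshold of 0.1. List scores are the mean of log2(CPM + 1) over a list's genes in each library, compared by a two-sided exact permutation test.

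Several choices were fixed before the data were examined, namely the groups, tests, lists, most alternatives and the rule for naming genes. The rule named 19 genes of myogenesis, fibrosis and NAM or PN metabolism in the comparisons of injured muscle, and for each comparison up to 3 genes per direction with the smallest p-values among those with an adjusted p under 0.05, an absolute log2 fold change of at least 1, a mean of at least 1 CPM and no overlap between the groups. The fold changes of 1 gene are not reported here, although it remains in the counts over the 19 genes. Lists of liver and slow-fibre genes were written later, after some of their genes had been seen.

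Code was tested on simulated counts for 12610 genes in which 200 genes were changed by 2 on the log2 scale. At the group sizes of the 3 contrasts simulated, 82.9% to 87.8% of the changed genes that passed the filter were recovered at an adjusted p under 0.05, and 7 to 11 of the unchanged genes were called with them. In simulations without change 0 genes and 0 lists were called, and 4.52% to 4.6% of genes had an unadjusted p under 0.05. Genes were drawn independently, so these simulations cannot show how often camera calls lists of correlated genes. Other splits of the real libraries, given below, called a median of 6 to 10 lists. Libraries within groups were compared for duplicates. The lowest chi-square per degree of freedom among 77 pairs was 5.98, so each library counted as a separate sample.

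The sample descriptions name the mouse, and 15 of 23 mice gave both legs, which pairs these libraries. The deviations of the 2 legs of a mouse from their group means correlated between -0.303 and 0.252 across genes, and 5 of 15 pairs exceeded 0.1. The consensus correlation within mice was 0.0484. The mouse was therefore used as a replicate block in an alternative fit. For comparisons between mice that fit used voom with this correlation in place of edgeR. For the injury comparisons it used edgeR with the mouse as a fixed effect, in mice with both legs. Outside the injury comparisons, the effect of the block was therefore not separated from that of the change to voom.

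Alternatives were RLE size factors, no filter and a filter at a mean of 1 CPM, blocks by mouse or by title number, voom with quality weights, DESeq2 1.42.0, fits to fewer libraries, the style of the sample description as a covariate or a restriction, fry, an estimated inter-gene correlation, Reactome sets from fgsea 1.28.0, pseudocount 0.1, per-gene z scores and leaving out each library. All tests of single comparisons were two-sided. Figures were drawn with matplotlib.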

Results

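The 38 libraries came from 23 mice. Contralateral muscle was sequenced from 6 young vehicle, 5 young NAM/PN, 6 aged vehicle and 6 aged NAM/PN mice, and injured muscle from 5, 3, 3 and 4 mice, respectively. The median total count was 4983924. Between 13126 and 14449 genes had counts in a contralateral library and between 14528 and 15516 in an injured one. Mitochondrial transcripts took 22.99% ± 3.33 (SD, n = 6) of counts in young vehicle contralateral muscle and 9.61% ± 2.47 (SD, n = 5) in young vehicle injured muscle. The share was 15.1% ± 4.81 (SD, n = 3) in aged vehicle injured muscle and 9.51% ± 2.24 (SD, n = 4) in aged NAM/PN injured muscle. Transcripts of the Y-linked gene Ddx3y were counted at least 245 times in each library and those of Xist at most 2 times, the pattern of male tissue. Sample descriptions were written in 2 styles. All aged mice shared one style, all young NAM/PN mice the other, and young vehicle mice had both.

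**Figure D1:**
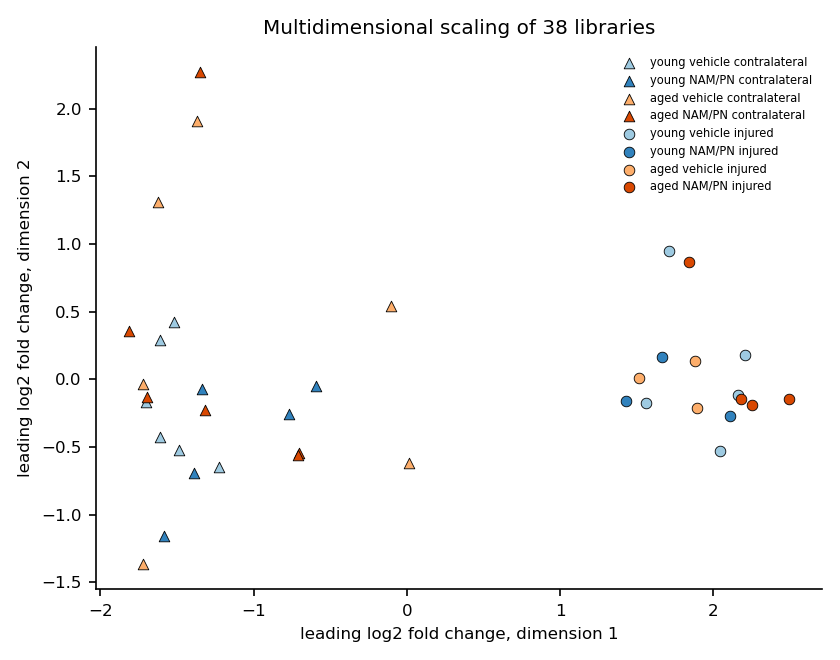
Multidimensional scaling of the 38 libraries, with leading log2 fold change on both axes, circles for injured and triangles for contralateral muscle, and colours for age and treatment. Injured libraries lie between 1.43 and 2.49 on the first dimension and contralateral libraries between -1.81 and 0.01.

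The response to injury was compared within each age and treatment, as the reference against which other differences can be set. In young vehicle mice, 3698 genes were higher and 3306 lower in injured than in contralateral muscle at an adjusted p under 0.05. In aged vehicle mice, 2627 genes were higher and 2209 lower. Young NAM/PN mice had 2829 higher and 2277 lower genes, and aged NAM/PN mice had 3684 and 3290. Counts of calls depend on group size, so these totals do not compare the strength of the response. Fitting aged vehicle libraries alone gave 2875 genes, the alternative that moved these counts most. A total of 3698 genes changed in the same direction in all 4 comparisons, and log2 fold changes correlated across genes between 0.833 and 0.918 for pairs of comparisons, which share no libraries. Genes are not independent replicates, and these correlations describe the libraries.

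Among the genes named by rule, Lrrc14b (ENSMUSG00000021579, chromosome 13, 74359578 to 74364005) was lower in all 4 comparisons. In young vehicle mice it measured 11.4 ± 3.95 CPM (SD, n = 5) in injured and 67.4 ± 8.30 CPM (SD, n = 6) in contralateral muscle, a log2 fold change of -2.56 (SE 0.19, edgeR adjusted p = 9.28e-12). The gene with the smallest p among those that rose was Maged1 (ENSMUSG00000025151, chromosome X, 94535474 to 94542143), at 69.7 ± 17.96 CPM (SD, n = 5) against 9.75 ± 1.25 CPM (SD, n = 6), a log2 fold change of 2.83 (SE 0.22, edgeR adjusted p = 3.09e-11). In aged vehicle mice the corresponding gene was Klhl13 (ENSMUSG00000036782, chromosome X, 23219271 to 23365082), at 38.2 ± 1.45 CPM (SD, n = 3) against 5.93 ± 1.397 CPM (SD, n = 6), a log2 fold change of 2.67 (SE 0.23, edgeR adjusted p = 1.22e-09).

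Age-related differences in regenerating muscle were examined by comparing injured muscle of 3 aged and 5 young vehicle mice. No gene passed an adjusted p of 0.05, and 796 genes (6.31% of those tested) had an unadjusted p under 0.05. Among the alternatives, voom with quality weights moved this count most, to 128 genes. Of the 19 genes fixed in advance, 2 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes. The smallest p adjusted over the list alone was 0.327. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) measured 1666 ± 212 CPM (SD, n = 3) in aged and 4167 ± 1580 CPM (SD, n = 5) in young mice without overlap, a log2 fold change of -1.32 (SE 0.61, edgeR adjusted p = 0.759). Pdgfra, a marker of fibro-adipogenic progenitors (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215), had a log2 fold change of -0.55 (SE 0.24, edgeR adjusted p = 0.737). Pax7, the marker of muscle stem cells (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528), measured 22.4 ± 4.33 CPM (SD, n = 3) in aged and 18.3 ± 7.30 CPM (SD, n = 5) in young mice, which differed by less than the spread between mice.

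**Figure D2:**
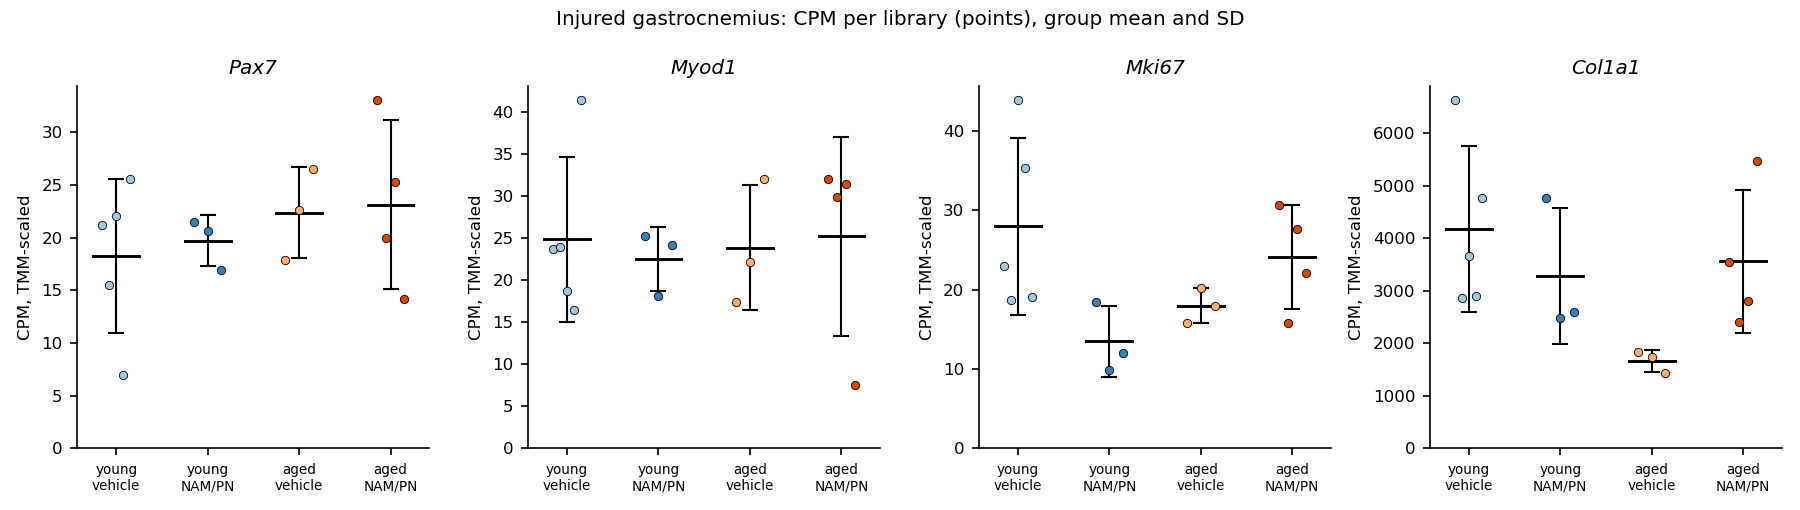
CPM of Pax7, Myod1, Mki67 and Col1a1 in injured muscle, with 1 point per library and bars for the group mean and SD. Col1a1 in the 3 aged vehicle libraries averages 1666 CPM and lies below the young vehicle and aged NAM/PN libraries, whereas Pax7 overlaps between groups.

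By camera, 4 of 19 lists were higher and 4 lower in aged than in young injured muscle at an adjusted p under 0.1. Extracellular matrix genes were lower, with a median log2 fold change of -0.76 and 2 of 50 genes higher (adjusted p = 1.8e-20). Subunits of oxidative phosphorylation had a median of 0.38 with 73 of 79 genes higher (adjusted p = 1.8e-20), and mature myofibre genes a median of 0.49 with 36 of 40 genes higher (adjusted p = 9.23e-11). Cell cycle genes were lower, with a median of -0.34 (adjusted p = 6.11e-06). The preset correlation of camera gives small p-values. Of the 8 lists called here, 4 held under fry and 3 under an estimated correlation. Erythrocyte genes, with a median of 1.03 and 7 of 7 genes higher, held under both, with adjusted p of 0.0341 by fry and 0.0552 by the estimated correlation. Matrix and oxidative phosphorylation lists also held under both, with adjusted p of 0.0636 and 0.035 by fry and 0.0686 for each by the estimated correlation. In the other 5 comparisons tested by list, calls that held under fry numbered 3 of 14 for NAM/PN in aged injured muscle, 1 of 10 for NAM/PN in young injured muscle and 0 in the 3 contralateral comparisons. Under the estimated correlation 1, 1 and 0 held. Within the style of description that all aged mice share, which leaves fewer young mice, 10 lists were called in place of 8 and 0 genes (277 at an unadjusted p under 0.05).

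The effect of NAM/PN on aged regenerating muscle was examined in 4 treated and 3 vehicle mice, all with 1 style of description. No gene passed an adjusted p of 0.05. The smallest adjusted p was 0.056, and 931 genes (7.38%) had an unadjusted p under 0.05. At an adjusted p under 0.1, 0 genes were higher and 26 lower. With the mouse as replicate block 5 genes passed 0.05, and with the title number as block 7 did, all of them lower. Voom with quality weights moved the count at 0.05 most, to 748 genes. Without aged NAM/PN injured replicate 4 it was 112 genes. Of the 19 genes fixed in advance, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone, where the smallest value was 0.547. Pax7 measured 23.1 ± 8.04 CPM (SD, n = 4) with NAM/PN and 22.4 ± 4.33 CPM (SD, n = 3) with vehicle. Its log2 fold change of 0.05 (SE 0.35) fell to -0.18 without aged NAM/PN injured replicate 1. Col1a1 measured 3558 ± 1362 CPM (SD, n = 4) against 1666 ± 212 CPM (SD, n = 3), without overlap, a log2 fold change of 1.09 (SE 0.63, edgeR adjusted p = 0.791).

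Of the 19 lists, 9 were higher and 5 lower with NAM/PN in aged injured muscle by camera. Mature myofibre genes were lower, with a median log2 fold change of -0.78 and 3 of 40 genes higher (adjusted p = 3.76e-24). Oxidative phosphorylation subunits had a median of -0.44 with 4 of 79 genes higher (adjusted p = 8.94e-21). Extracellular matrix genes were higher, with a median of 0.63 and 49 of 50 genes higher (adjusted p = 3.93e-13), and so were cell cycle genes, with a median of 0.41 and 56 of 58 genes higher (adjusted p = 2.52e-07). Only the mature myofibre list held under both fry (adjusted p = 0.00254) and the estimated correlation (adjusted p = 0.0199). Lists of NAM and PN metabolism and of beta-catenin targets were not called, with adjusted p of 0.545 and 0.589. Samples were grouped by their deposited labels. For matrix and oxidative phosphorylation genes, the directions found here in injured muscle are opposite to those read from the study's figure panels for similar lists. This holds with age and with NAM/PN. The study's text states no direction for such lists in muscle 5 days after injury. Whether a label or the direction of a comparison is swapped was not tested.

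**Figure D3:**
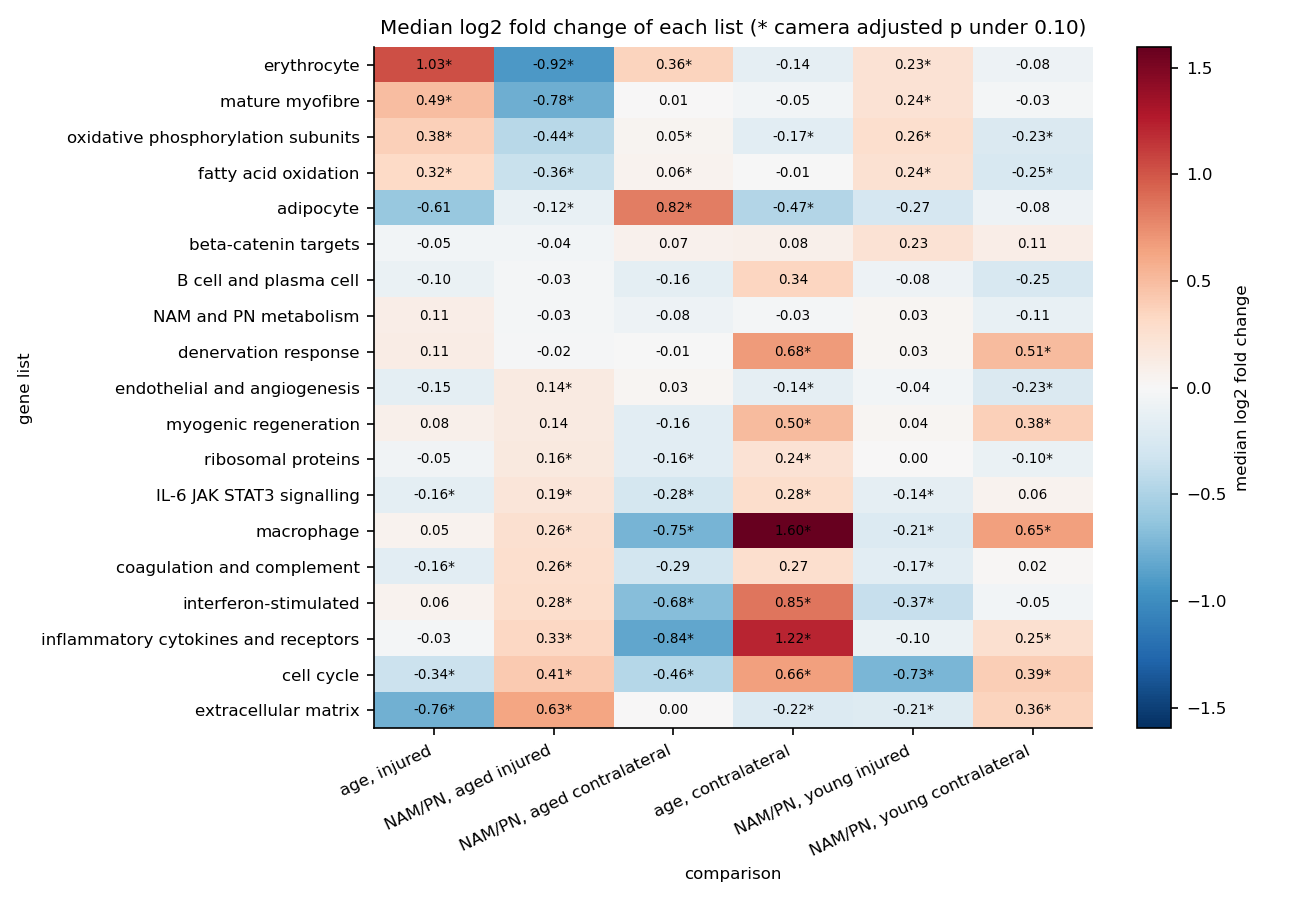
Median log2 fold change of each of 19 gene lists in 6 comparisons, with colour and printed value for the median and an asterisk for a camera adjusted p under 0.1. Mature myofibre genes have a median of 0.49 with age and -0.78 with NAM/PN in aged injured muscle.

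With libraries as the unit, 3 of 19 list scores had no overlap between the 4 NAM/PN and 3 vehicle libraries, where chance gives 5.71% of lists. The extracellular matrix score was 6.81 ± 0.13 (SD, n = 4) with NAM/PN and 6.24 ± 0.03 (SD, n = 3) with vehicle. Oxidative phosphorylation scored 6.66 ± 0.14 (SD, n = 4) against 7.10 ± 0.26 (SD, n = 3), and mature myofibre genes scored 9.76 ± 0.47 (SD, n = 4) against 10.55 ± 0.27 (SD, n = 3). The exact permutation p of each was 0.0571, the smallest that 35 splits allow, and 0.31 after Benjamini-Hochberg adjustment over the 19 lists, so none reached 0.05. Without aged NAM/PN injured replicate 4, 8 lists had no overlap.

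**Figure D4:**
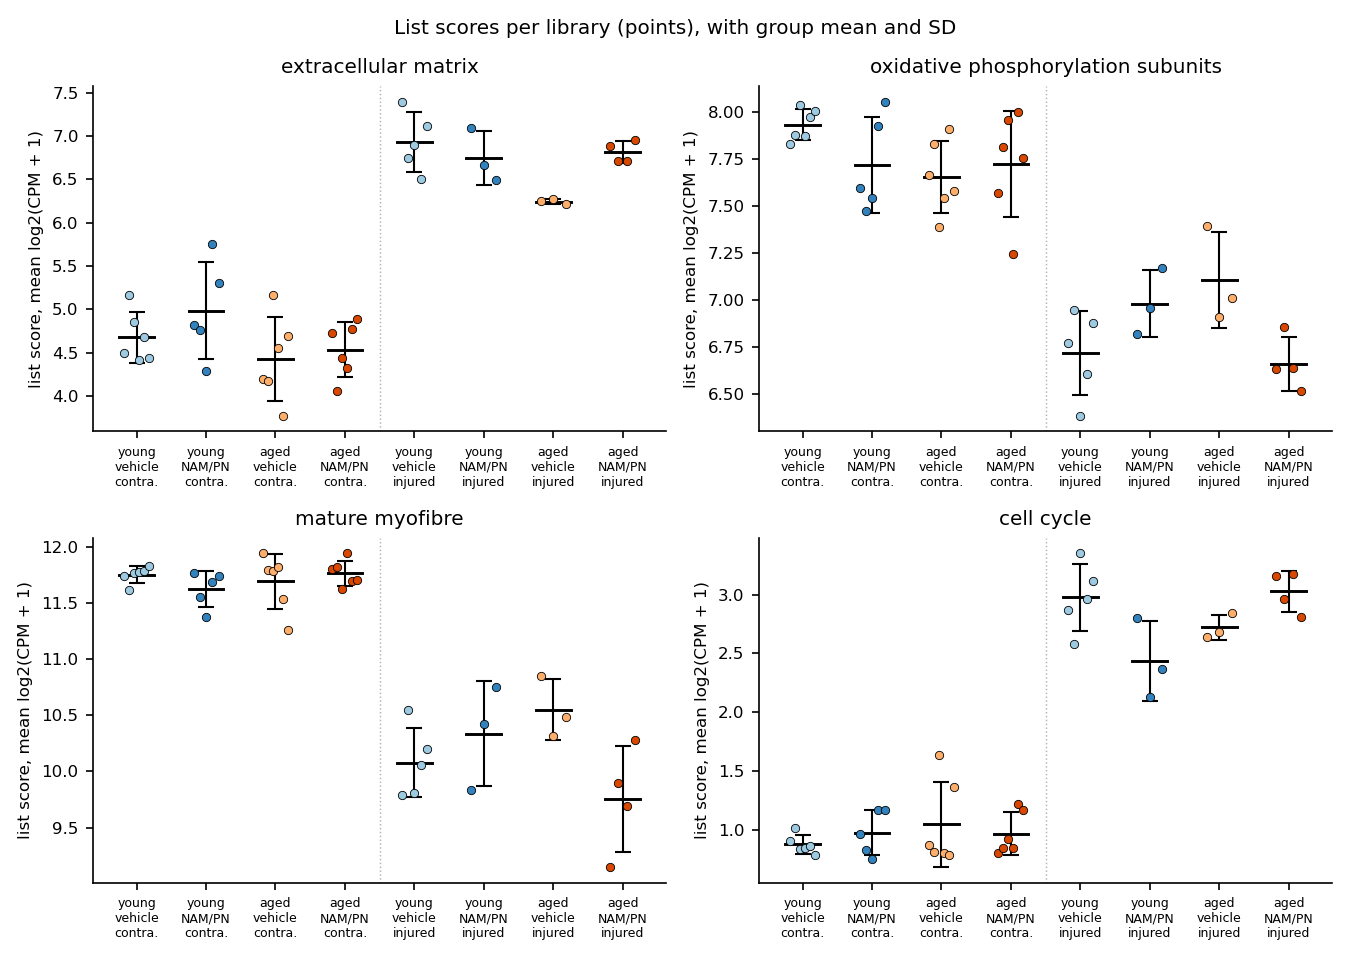
List scores, as mean log2(CPM + 1) on the y axis, of 4 gene lists in each library (points) with group mean and SD, for 8 groups on the x axis. The extracellular matrix score of aged vehicle injured muscle averages 6.24, below 6.81 in aged NAM/PN and 6.93 in young vehicle injured muscle.

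Whether NAM/PN reversed differences of age was examined across 12610 genes by correlating both sets of log2 fold changes in injured muscle. Pearson's r was -0.697. Both comparisons use the same 3 aged vehicle libraries, which alone gives a negative r: simulated counts without any effect gave a mean of -0.607 (range -0.638 to -0.577), and 0 of 100 simulations were as low as the data. These simulations draw genes independently. Among 100 splits of the 12 libraries, the real one included, which keep the correlation between genes, 23 gave an r as low, so the relation does not stand out from other groupings of these libraries. Within 1 style of description r did not stand out from simulations. Of the young libraries, that fit kept only young vehicle injured replicates 2 and 5, described in the style of the aged mice. There r was -0.471 against a simulated mean of -0.48, and 77 of 100 simulations were as low. So few young libraries leave open whether the style matters. Without aged vehicle injured replicate 1, r was -0.702 and 52 of 100 simulations were as low. When the 3 shared libraries were divided between the comparisons, r ranged from -0.319 to -0.0764 over 6 divisions, and simulated values from -0.0735 to 0.0299. Genes are not independent replicates.

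**Figure D5:**
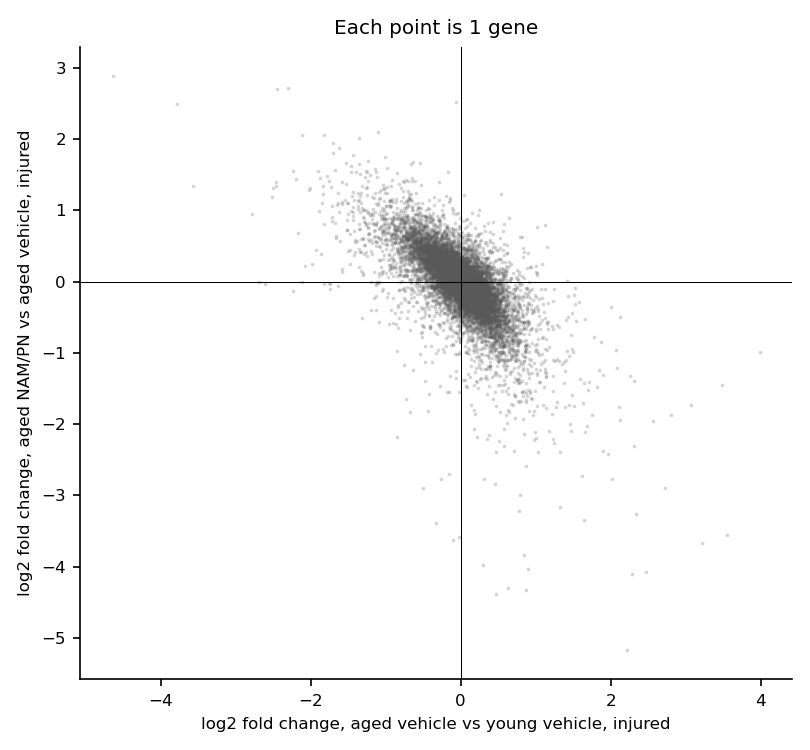
Log2 fold change of each of 12610 genes with age in injured muscle (x axis) and with NAM/PN in aged injured muscle (y axis). The downward slope includes the part that the shared aged vehicle libraries give in simulations, a mean r of -0.607 against -0.697 observed, and 23 of 100 splits of the libraries gave an r as low.

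In uninjured contralateral muscle, 72 genes were higher and 67 lower in 6 aged than in 6 young vehicle mice. Of the 67 lower genes, 18 belong to a list of liver genes. These calls depended on single libraries. Without aged vehicle contralateral replicate 6 there was 1 gene, without young vehicle contralateral replicate 3 there were 8, and without young vehicle contralateral replicate 1 there were 9. With only libraries described in the style of the aged mice, 0 genes were called, with 978 at an unadjusted p under 0.05. With the mouse as replicate block, in a voom fit, 2 genes were called. Voom with quality weights and no block also lowered this count, so the loss cannot be laid to the block. Among the genes named by rule, Nrep (ENSMUSG00000042834, chromosome 18, 33437019 to 33464029) measured 52.3 ± 20.1 CPM (SD, n = 6) in aged and 180.5 ± 31.96 CPM (SD, n = 6) in young mice, a log2 fold change of -1.79 (SE 0.28, edgeR adjusted p = 0.00249). Eda2r (ENSMUSG00000034457, chromosome X, 97333840 to 97377216) measured 22.9 ± 3.71 CPM (SD, n = 6) against 10.3 ± 4.20 CPM (SD, n = 6), a log2 fold change of 1.17 (SE 0.26, edgeR adjusted p = 0.024). With the mouse as block its adjusted p was 0.0947, and it exceeded 0.05 without aged vehicle contralateral replicate 6 (0.0653) and without young vehicle contralateral replicates 3, 5 or 6 (0.0533 to 0.0572), whereas Nrep stayed below 0.05 in each fit that left out a library. By camera, 8 lists were higher and 4 lower with age. Macrophage genes had a median log2 fold change of 1.60 (adjusted p = 1.83e-11), which was 0.90 without aged vehicle contralateral replicate 6.

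NAM/PN in aged contralateral muscle lowered 1 gene, which lies outside the naming rule and was singled out after its values were seen. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) reached 934 CPM in aged vehicle contralateral replicate 6 and at most 0.504 CPM in the other 5 libraries of that group. Its edgeR adjusted p was 0.0482, and in the voom fit with the mouse as block it was 1. Without that library the log2 fold change was -0.18 and 0 genes were called (399 at an unadjusted p under 0.05), and without any 1 of the 6 aged NAM/PN contralateral libraries the adjusted p of Saa3 was 0.23 to 0.251. At an unadjusted p under 0.05 there were 518 genes with all libraries. By camera 4 lists were higher and 6 lower, and without the same library 2 lists were called. Interferon-stimulated genes, with a median log2 fold change of -0.68 (adjusted p = 1.76e-08), had a median of -0.0025 without it.

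In young mice, NAM/PN changed 0 genes in injured muscle (347 at an unadjusted p under 0.05) and 0 in contralateral muscle (614). Restricted to the style of description that all young NAM/PN mice share, both counts were 0, with 945 and 800 genes at an unadjusted p under 0.05. By camera, 4 lists were higher and 6 lower in injured muscle. Cell cycle genes were lower, with a median log2 fold change of -0.73 and 2 of 58 genes higher (adjusted p = 9.92e-25), a list that held under fry (adjusted p = 0.0964) and the estimated correlation (adjusted p = 0.0262). Without young NAM/PN injured replicate 3, 4 lists were called. In young contralateral muscle 6 lists were higher and 4 lower, and 6 in all were called without young NAM/PN contralateral replicate 4.

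Interactions were tested directly. The NAM/PN effect differed between injured and contralateral muscle of aged mice in 0 genes (964 at an unadjusted p under 0.05), and between aged and young injured muscle in 0 genes (1106). The age effect differed between legs in 0 genes (1223). Voom with quality weights moved the first 2 counts most, to 183 and 683 genes, and called 0 for the last (1479 at an unadjusted p under 0.05). DESeq2 called 46, 99 and 19 genes for these interactions.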

Values the study reported

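The study reported 38% more PAX7+ muscle stem cells with NAM/PN at 5 days after injury in young mice. In aged muscle at the same time point it counted 43% fewer PAX7+ cells than in young muscle, and NAM/PN restored their number. Muscle concentrations of NAM and PN were given as lower in aged mice by 18% and 37%. These are counts of stained cells and metabolite levels, whereas transcripts of whole muscle were measured in the libraries described here. The muscle differs as well. Cells were counted in the injured region of tibialis anterior sections, whereas the metabolites and the libraries are of gastrocnemius.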

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

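The splits of the libraries were set before the results were seen, whereas the tests of carry-over, of gene content, of score differences and of tissue share were chosen only after the result each one examines had been seen.

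Among 214 group values tested for a library far from the rest of its group, 10 stood apart, and chance at 5% gives about as many (10.7). In aged NAM/PN injured replicate 4, Myod1 measured 7.49 CPM (29.8 to 32.04 CPM in the other libraries of the group), Tgfbr2 measured 9.88 CPM (18.8 to 20.1 CPM) and the score of inflammatory genes was 2.96 (3.45 to 3.52). The same library held down the number of calls for NAM/PN, since 112 genes were called without it and 0 with it (931 at an unadjusted p under 0.05). Scores of the IL-6 list lay apart in aged NAM/PN contralateral replicate 4, at 2.77, and in young vehicle contralateral replicate 2, at 3.52. The endothelial score of aged vehicle contralateral replicate 4 was 4.11, the B cell score of young vehicle contralateral replicate 1 was 2.08, and Foxo6 measured 23.9 CPM in young vehicle contralateral replicate 6 (10.4 to 14.1 CPM in the other libraries). No explanation was tested for these libraries.

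Aged vehicle contralateral replicate 6 held 934 CPM of Saa3, an acute-phase gene, with at most 0.504 CPM in the other libraries of its group, and an interferon-stimulated score of 3.92 (1.94 to 2.55). Lcn2 and Chil3, chosen after their values were seen, measured 60.3 and 20.6 CPM there. Carry-over from a sequenced injured library is argued against, because the highest Saa3 level in an injured library was 4.4 CPM, far below what a share of such RNA would need. The injured leg of the same mouse has no library here, so RNA of that leg was not covered by this test. The fold change of Saa3 rested on aged vehicle contralateral replicate 6. With NAM/PN it was -9.65 on the log2 scale with this library and -0.18 without it. The call was lost without this library and also without any 1 of the 6 aged NAM/PN contralateral libraries (adjusted p of 0.23 to 0.251). An inflammatory state of this mouse stays open as an untested explanation.

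Effects were called as different between groups in 41 of 57 tests of a list on an interaction, by camera at an adjusted p under 0.1. These calls rest on the preset correlation of camera alone. Fits with fry and the estimated correlation covered the interactions too, but their results were not read out. Whether these calls hold under them is therefore open. For the difference between the NAM/PN effects in injured and contralateral muscle of aged mice, median log2 differences were -0.83 for mature myofibre, -0.49 for oxidative phosphorylation, -0.40 for fatty acid oxidation, -0.97 for adipocyte and -1.27 for erythrocyte genes. They were 0.68 for extracellular matrix, 0.83 for cell cycle, 0.95 for interferon-stimulated, 0.98 for macrophage, 1.03 for inflammatory, 0.34 for ribosomal, 0.45 for IL-6, 0.49 for coagulation and 0.26 for regeneration genes. The regeneration value was 0.014 without aged vehicle contralateral replicate 3. The inflammatory, macrophage, IL-6 and interferon-stimulated values rest partly on aged vehicle contralateral replicate 6. Without it, contralateral NAM/PN medians moved from -0.84 to 0.086 for inflammatory, -0.75 to -0.14 for macrophage and -0.28 to 0.086 for IL-6 genes. The contralateral interferon-stimulated median depended on it too, as given above. Medians in injured muscle were 0.33 for inflammatory, 0.26 for macrophage, 0.19 for IL-6 and 0.28 for interferon-stimulated genes. At an unadjusted p under 0.05, 25 of the 100 splits drawn gave as many genes, and 9 of the 100 splits gave as many lists.

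For the difference between the NAM/PN effects in aged and young injured muscle, medians were -0.71 for oxidative phosphorylation, -1.02 for mature myofibre, -0.57 for fatty acid oxidation and -1.18 for erythrocyte genes. They were 1.08 for cell cycle, 0.88 for extracellular matrix, 0.63 for interferon-stimulated, 0.43 for IL-6, 0.42 for coagulation, 0.46 for macrophage, 0.42 for inflammatory, 0.30 for endothelial and 0.17 for ribosomal genes. Of the 100 splits drawn, 2 gave as many genes at an unadjusted p under 0.05 and 10 splits gave as many lists. Young NAM/PN mice all have the description style that no aged mouse has, so a difference between styles could enter this one. The descriptions also name the compound differently in young and aged mice. A difference of compound could enter it too, and the style covariate cannot remove that. With the style as a covariate, which the young vehicle mice of both styles allow, the cell cycle median was 1.12 and 0 genes were called (1214 at an unadjusted p under 0.05).

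For the difference between the age effects in injured and contralateral muscle, medians were 0.60 for oxidative phosphorylation, 0.43 for mature myofibre, 0.34 for fatty acid oxidation and 1.18 for erythrocyte genes. They were -1.14 for cell cycle, -1.14 for inflammatory, -0.76 for interferon-stimulated, -1.78 for macrophage, -0.57 for extracellular matrix, -0.48 for IL-6, -0.49 for denervation, -0.25 for ribosomal, -0.52 for regeneration and -0.49 for coagulation genes. The macrophage value rests mostly on the contralateral age median of 1.60, against 0.05 in injured muscle. That contralateral median was lower without aged vehicle contralateral replicate 6, as given above. The IL-6 value shares this limit, with a contralateral age median of 0.28, and 0.073 without that library. Of the 100 splits drawn, 10 gave as many genes at an unadjusted p under 0.05 and 10 splits gave as many lists. Age stays open as an untested explanation.

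Extracellular matrix, oxidative phosphorylation and mature myofibre lists moved in opposite directions with age and with NAM/PN in injured muscle. A few genes taking most of the counts are argued against for the matrix and oxidative phosphorylation lists, because they would shift all other genes of a library by one factor, which cancels in the difference of 2 list scores. The score of matrix minus oxidative phosphorylation genes was -0.86 ± 0.26 (SD, n = 3) in aged vehicle, 0.22 ± 0.36 (SD, n = 5) in young vehicle and 0.15 ± 0.25 (SD, n = 4) in aged NAM/PN injured muscle, a difference of -1.08 with age and 1.02 with NAM/PN, both without overlap. Library size is argued against for the same lists. Over these 12 libraries the score changed by 0.036 (SE 0.39) per doubling of the total count, where a change of -8.64 would be needed for the difference with age and -3.51 for that with NAM/PN. With the log2 total as a covariate the differences were -1.08 (SE 0.24) and 1.03 (SE 0.27). Leaving out the mitochondrial genes and Gm42418, or drawing all injured libraries to the lowest total, hardly moved the medians and tested nothing, and the mature myofibre list has no other test of these explanations. A trend with GC content, length and mean level, which explained 7.17% and 11.4% of the variance of the gene statistics, left the matrix and oxidative phosphorylation lists called, with a highest adjusted p of 1.43e-05. The same correction removed the mature myofibre call with age (adjusted p = 0.671), so such a trend may account for it. With NAM/PN the adjusted p of that list was 0.0941, close to the threshold, and the trend and the treatment cannot be told apart for it. The mature myofibre genes lie at a median percentile of 99.8 of mean level, so a correction for level also removes part of any change of their own. The division of this test by list was made after its result was seen. Age and NAM/PN remain untested as explanations, and the 3 aged vehicle libraries enter both comparisons.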

How the results depend on the processing

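Fits restricted to libraries of one leg, and the alternatives for single lists on interactions, were chosen after seeing the data. The other alternatives were set in advance. Causes of the changes below were not tested unless stated.

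Counts of genes and lists and the relation across genes gave 200 values under alternatives other than leaving out a library, of which 151 kept their call or stayed within 1.5 times, 48 moved and 1 weakened. The values that kept their call include 6 in which the shared aged vehicle libraries were divided between the comparisons, where r was much nearer 0 (-0.319 to -0.0764). Named lists kept direction and call in 814 of 1015 values, weakened in 195 and reversed in 6. Named genes did so in 569 of 611, with 27 weaker, 1 stronger and 14 reversed. When each library was left out, 198 of 227 counts, 1246 of 1357 list values and 533 of 582 gene values held.

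Voom with quality weights called 128 genes for age in injured muscle, 748 for NAM/PN in aged injured muscle, 0 for NAM/PN in aged contralateral muscle (830 at an unadjusted p under 0.05), 1 for age in contralateral muscle, 183 for NAM/PN by leg and 683 for NAM/PN by age, and 4 lists for NAM/PN in aged contralateral muscle. DESeq2 called 18, 127, 0 (600), 232 (112 of them shared), 46 and 99 genes for the same comparisons, and 19 for age by leg. Fits to only the libraries compared gave 1 gene for NAM/PN in aged injured muscle, 0 (102) in aged contralateral muscle, 3 for age in contralateral muscle and 2875 for injury in aged vehicle mice, from fewer samples. Fits to 1 leg gave 0 genes for NAM/PN (219) and age (1013) in contralateral muscle.

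With the mouse as replicate block, 5 genes were called for NAM/PN in aged injured muscle, 0 (291) in aged contralateral muscle and 2 for age in contralateral muscle. These comparisons were fitted by voom in place of edgeR, so the changes listed here for the mouse block cannot be laid to the block alone. Fold changes reversed for Myh8 with age (0.075) and for Myod1 (-0.084), Myog (-0.014) and Axin2 (0.0018) with NAM/PN in aged injured muscle. Title numbers share only a number: in aged contralateral muscle 5 of 6 pairs with the same number had a correlation over 0.1 (-0.106 to 0.694), and in no comparison did all pairs. That block gave 7 genes for NAM/PN in aged injured muscle and 44 for age in contralateral muscle (40 shared), and reversed Myh8 with age (0.043) and Axin2 with NAM/PN (0.091). With the mouse block, calls were lost for coagulation genes with age in injured muscle, cell cycle genes with NAM/PN in aged contralateral muscle, IL-6 and adipocyte genes with age in contralateral muscle, inflammatory and cell cycle genes with NAM/PN in young contralateral muscle, and regeneration genes for NAM/PN by leg and age by leg. The genes Apod, Erc2, Eda2r and Pde3a with age, and Saa3 with NAM/PN, in contralateral muscle lost theirs too. With the title number, adipocyte genes with NAM/PN in aged injured muscle, IL-6 and adipocyte genes with age in contralateral muscle, endothelial genes for NAM/PN by age and regeneration genes for age by leg were no longer called. Neither block changed another call.

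The style of description as a covariate gave 1 gene for age in injured muscle, 89 for age in contralateral muscle (76 shared) and 5 lists for NAM/PN in young injured muscle. Within the style of the aged mice, age in contralateral muscle gave 0 genes (978), r of the age and NAM/PN fold changes was -0.471, and age effects in injured muscle reversed for Myh8 (0.095), Acta2 (0.0027), Tgfb1 (0.043), Pdxk (0.23), Pdxp (0.085) and Axin2 (-0.068). Axin2 with NAM/PN in aged injured muscle also reversed in fits to only the libraries compared (0.032) and to 1 leg (0.026).

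Under an estimated correlation, lists called numbered 3 for age and 1 for NAM/PN in aged injured muscle, 0 for NAM/PN in aged contralateral muscle (1 at an unadjusted p under 0.05), 0 for age in contralateral muscle (1), 1 for NAM/PN in young injured and 0 in young contralateral muscle (1). Under fry they numbered 4, 3, 0 (0), 0 (4), 1 and 0 (1), and with Reactome sets 5, 7, 4, 2, 6 and 5. Reactome sets, which hold other genes, reversed adipocyte genes with NAM/PN in aged contralateral muscle (-0.011), endothelial (0.035), IL-6 (0.11) and regeneration genes (-0.040) with age in contralateral muscle, coagulation genes with NAM/PN in young injured muscle (-0.033) and regeneration genes in young contralateral muscle (0.053). Scores from per-gene z values left 5 lists without overlap in place of 3.

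Leaving out each library in turn gave 0 to 112 genes for NAM/PN in aged injured muscle (112 without aged NAM/PN injured replicate 4), 0 to 3 in aged contralateral muscle (0 without aged vehicle contralateral replicate 6, 399 at an unadjusted p under 0.05), 1 to 248 for age in contralateral muscle (1 without aged vehicle contralateral replicate 6, 248 without replicate 5) and 0 to 7 for NAM/PN by age (7 without aged NAM/PN injured replicate 4). Lists ranged from 2 to 14 for NAM/PN in aged contralateral muscle (2 without aged vehicle contralateral replicate 6), 4 to 13 in young injured muscle (4 without young NAM/PN injured replicate 3) and 6 to 11 in young contralateral muscle (6 without young NAM/PN contralateral replicate 4). List scores without overlap ranged from 3 to 8 (8 without aged NAM/PN injured replicate 4), and r from -0.759 to -0.637.

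Single values reversed in some of these fits. With NAM/PN in aged contralateral muscle, medians ranged from -1.03 to 0.086 for inflammatory, -0.32 to 0.086 for IL-6 and -1.11 to -0.14 for macrophage genes (the upper ends without aged vehicle contralateral replicate 6), and from -0.58 to 0.052 for cell cycle genes (0.052 without replicate 3). IL-6 genes with age in contralateral muscle ranged from 0.073 to 0.37 (0.073 without aged vehicle contralateral replicate 6), coagulation genes with NAM/PN in young injured muscle from -0.40 to -0.058 (reversed at -0.079, without young NAM/PN injured replicate 3), macrophage genes there from -0.47 to -0.057 (-0.057 without the same library), and regeneration genes for NAM/PN by leg from 0.014 to 0.40 (0.014 without aged vehicle contralateral replicate 3). A median can keep its sign while the direction of camera reverses.

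For age in injured muscle, ranges of log2 fold change were -0.33 to 0.21 for Myod1, -0.51 to 0.069 for Myog, -0.44 to 0.20 for Myh8, -0.20 to 0.0093 for Acta2, -0.17 to 0.089 for Pdxk and -0.52 to 0.051 for Pdxp. For NAM/PN in aged injured muscle they were -0.18 to 0.22 for Pax7, -0.11 to 0.38 for Myod1, -0.049 to 0.50 for Myog, -0.088 to 0.48 for Pdxp and -0.23 to 0.17 for Axin2. The alternative that kept only genes with an adjusted p under 0.05 for age was not run, since 0 genes (796 at an unadjusted p under 0.05) passed.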

Other observations

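The splits of the libraries were set before the results were seen, and the tests of the injury response, liver, slow-fibre and injured-muscle RNA were chosen only after the result was seen.

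Counts of calls were set against other splits of the same libraries. For age in injured muscle, 4 of the 56 splits gave as many genes at an unadjusted p under 0.05, and 22 of the 56 splits gave as many lists. For NAM/PN in aged injured muscle, 3 of the 35 splits of the 7 libraries gave as many genes, one of them with 113 genes at an adjusted p under 0.05, and 1 of the 35 splits, the real one, gave as many lists. For NAM/PN in aged contralateral muscle the counts were 84 of 100 splits for genes and 54 of 100 splits for lists. For age in contralateral muscle they were 3 and 33 of 100 splits, and another split gave 194 genes. For NAM/PN in young injured muscle, 22 and 13 of 56 splits gave as many, and in young contralateral muscle 16 and 14 of 100 splits did. The median number of lists called in other splits lay between 6 and 10, so a number of camera calls is by itself weak evidence. In each of the 4 injury comparisons only the real split, 1 of 100, 84, 56 and 100 splits, gave as many genes. Among other splits that parted as many pairs of legs, the highest counts were 0, 1616, 755 and 4060 genes. For the correlation of age and NAM/PN fold changes, 23 of the 100 splits of the injured libraries gave an r as low.

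Changes with NAM/PN in aged injured muscle followed the injury response measured in young vehicle mice, which share no library with them. Pearson's r across genes was 0.581, and genes are not independent replicates. Only the real one of the 35 splits, 1 of 35, gave an r as large in size. For age in injured muscle r with the injury response of young NAM/PN mice was -0.336, and 13 of 56 splits gave one as large. A possible explanation of both is a larger share of uninjured-like tissue in the aged vehicle libraries, which would lower all lists that injury raises alike. For age this is argued against as the whole cause. The score of matrix minus regeneration genes was 0.07 ± 0.23 (SD, n = 3) in aged and 0.88 ± 0.18 (SD, n = 5) in young vehicle mice, a difference of -0.81 without overlap (exact permutation p = 0.0357, the smallest that 56 splits allow). Over genes that injury raises at least 8-fold, median log2 fold changes with age were -0.99 for matrix, -0.44 for cell cycle, -0.17 for inflammatory, 0.03 for macrophage and 0.28 for regeneration genes, so that 3 of these 5 lists fell, as such a share would make them, and the other 2 did not. With NAM/PN the medians of these genes all rose, by 0.86 for matrix, 0.48 for inflammatory, 0.44 for cell cycle, 0.33 for macrophage and 0.18 for regeneration genes. The score of matrix minus regeneration genes was 0.51 ± 0.29 (SD, n = 4) with NAM/PN, a difference of 0.44 from vehicle, and the lowest value with NAM/PN was 0.34 and the highest with vehicle 0.32. The groups part by less than their spread, so for NAM/PN tissue share and treatment cannot be told apart with these few libraries.

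Liver transcripts appeared in some libraries. Alb, chosen after its values were seen, measured 506.5 CPM in young vehicle contralateral replicate 3, 225.2 CPM in young vehicle contralateral replicate 1 and 81.3 CPM in young NAM/PN injured replicate 1, and at most 10.9 CPM elsewhere. Over 38 libraries its level correlated with the summed level of 18 liver genes not looked at before (Pearson's r = 0.919, permutation p = 1e-05, the smallest possible, Benjamini-Hochberg adjusted 2e-05; Spearman's rho = 0.686, permutation p = 3e-05, adjusted 5.33e-05), and r was 0.774 without the 2 farthest libraries. Of these 18 genes, 17 were highest in one of the same 3 libraries, and 5 of the 24 genes of the list have a median of at least 1 CPM in muscle. Carry-over of liver RNA is a candidate explanation. It bears on age in contralateral muscle, where 18 of the 21 liver genes tested were among the 67 genes called lower, leaving 49 outside the list. No biological explanation was tested.

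Slow-fibre genes varied between contralateral libraries. Myh7 ranged from 0.248 to 1078 CPM and Tnni1 from 0.236 to 135.9 CPM, both chosen after their values were seen. Myh7 correlated with the mean of 8 other slow-fibre genes over 23 libraries (Pearson's r = 0.968, permutation p = 1e-05, adjusted 2e-05; Spearman's rho = 0.978, permutation p = 1e-05, adjusted 4e-05), and r was 0.972 without the 2 farthest libraries. All these genes are muscle genes, so a varying share of slow muscle in the dissected tissue is a possible explanation, as is a difference in fibre type between mice, which was not tested.

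Genes that injury induces were present in some contralateral libraries. In aged vehicle contralateral replicate 3, Myh3, an embryonic myosin chosen after its values were seen, measured 248.8 CPM, and the share of injured muscle that would give such levels was 22.98% from regeneration genes, 13.2% from matrix genes and 24.5% from macrophage genes. Over 23 contralateral libraries the shares from regeneration and matrix genes correlated (Pearson's r = 0.746, permutation p = 0.00084, adjusted 0.00112; Spearman's rho = 0.685, permutation p = 0.00037, adjusted 0.00037), with r of 0.763 without the 2 farthest libraries and a slope of 0.67. Shares from macrophage genes correlated with those from regeneration genes too (r = 0.724, permutation p = 0.00781, adjusted 0.00781; rho = 0.777, permutation p = 4e-05, adjusted 5.33e-05; r without 2 libraries 0.756), with a slope of 1.38. Aged vehicle contralateral replicate 6 departed from this relation, with 45.5% from macrophage and 8.95% from regeneration genes. RNA of injured muscle in these libraries is a candidate explanation, and damage in the contralateral leg itself, which raises the same genes, was not separated from it. In all, 4 relations across libraries were tested, and adjustment was over these 4.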
